# Excessive bone formation in a mouse model of ankylosing spondylitis is associated with decreases in Wnt pathway inhibitors

**DOI:** 10.1186/ar4096

**Published:** 2012-11-22

**Authors:** Katelin R Haynes, Allison R Pettit, Ran Duan, Hsu-Wen Tseng, Tibor T Glant, Matthew A Brown, Gethin P Thomas

## Abstract

**Introduction:**

Ankylosing spondylitis (AS) is unique in its pathology where inflammation commences at the entheses before progressing to an osteoproliferative phenotype generating excessive bone formation that can result in joint fusion. The underlying mechanisms of this progression are poorly understood. Recent work has suggested that changes in Wnt signalling, a key bone regulatory pathway, may contribute to joint ankylosis in AS. Using the proteoglycan-induced spondylitis (PGISp) mouse model which displays spondylitis and eventual joint fusion following an initial inflammatory stimulus, we have characterised the structural and molecular changes that underlie disease progression.

**Methods:**

PGISp mice were characterised 12 weeks after initiation of inflammation using histology, immunohistochemistry (IHC) and expression profiling.

**Results:**

Inflammation initiated at the periphery of the intervertebral discs progressing to disc destruction followed by massively excessive cartilage and bone matrix formation, as demonstrated by toluidine blue staining and IHC for collagen type I and osteocalcin, leading to syndesmophyte formation. Expression levels of DKK1 and SOST, Wnt signalling inhibitors highly expressed in joints, were reduced by 49% and 63% respectively in the spine PGISp compared with control mice (P < 0.05) with SOST inhibition confirmed by IHC. Microarray profiling showed genes involved in inflammation and immune-regulation were altered. Further, a number of genes specifically involved in bone regulation including other members of the Wnt pathway were also dysregulated.

**Conclusions:**

This study implicates the Wnt pathway as a likely mediator of the mechanism by which inflammation induces bony ankylosis in spondyloarthritis, raising the potential that therapies targeting this pathway may be effective in preventing this process.

## Introduction

Ankylosing spondylitis (AS) displays a unique pathology in its progression from an initial inflammatory phase to an osteoproliferative/ankylosing phase, which can result in joint fusion [1]. The inflammatory phase has similarities with other inflammatory arthopathies such as rheumatoid arthritis (RA) with high levels of pro-inflammatory cytokine production and joint damage through osteoclast activity [2]. However, whereas the synovitis of RA is associated with joint erosion, while there is initial erosion in AS, the joint disease is primarily characterised by osteoproliferation and consequent ankylosis. There is considerable debate as to how the inflammation and osteoproliferation are linked, including whether the inflammation directly leads to the osteoproliferation, ceases before induction of bone formation, or whether the inflammatory and osteoproliferative phases are completely uncoupled [3]. The initial inflammation occurs in axial entheses, such as the spinal and sacroiliac ligament attachments, or sites of attachment of the annulus fibrosus outer fibres of the intervertebral discs (IVDs), progressing to osteoproliferation, squaring of the vertebrae and formation of syndesmophytes from the vertebral corners, which can eventually bridge leading to ankylosis. How this inflammation is initiated and how it progresses through to bone formation and eventual ankylosis is poorly understood.

A number of informative studies have characterised disease progression using radiography and magnetic resonance imaging (MRI) [4,5] but such modalities can only inform on gross structural changes. Elucidation of the cellular and molecular changes that contribute to disease progression requires tissue samples from disease sites. However, the difficulties in obtaining biopsy at axial skeletal sites means very few informative clinical samples are available. Animal models are thus a good option for examining detailed events occurring at axial disease sites. Although a number of animal models present some of the features similar to those seen in human disease, no mouse model as yet has proven to be a good model in which to study the progression from inflammation to ankylosis in the axial skeleton. Transgenic rats over-expressing the HLA-B27 and human β2-microglobulin have been shown to spontaneously display gut disease and peripheral and axial inflammatory arthritis [6], but ankylosis was only seen in rats with increased expression of β2-microglobulin, which coincided with reduced gut disease and unfolded protein response [7]. Two mouse models over-expressing TNF-α, either through a transgenic approach (hTNFtg) [8], or through increasing TNF mRNA stability by deleting the 3' ARE regulatory elements (TNFΔARE)[9], show systemic inflammation, gut disease and sacroiliitis but do not spontaneously develop ankylosis. Several mouse models have exhibited spontaneous ankylosing enthesopathy (ANKENT), including C57BL/10 [10] and DBA/1 [11] mice, but this has been limited to peripheral joints. The only inducible mouse model demonstrating axial ankylosis as well as a strong immune component is the proteoglycan (PG)-induced spondylitis model (PGISp). Disease is induced by injections of a human cartilage PG extract, and mimics many of the clinical features of the human disease, particularly axial inflammation and ankylosis stemming from an initial inflammatory stimulus [12,13].

The Wnt pathway has been established as a key regulatory pathway for the bone-forming cells, osteoblasts, stimulating both osteoblast proliferation and maturation [14]. During canonical Wnt signalling in bone, soluble Wnts bind to their Frizzled (Fzd) receptors and LRP4/5/6 co-receptors in a ternary complex at the cell surface, resulting in glycogen synthase kinase 3 (GSK-3β) inhibition, permitting β-catenin (β-cat) accumulation. Accumulated β-cat translocates into the nucleus and activates target gene transcription. In the absence of signalling, β-cat is phosphorylated, mainly by GSK3β, resulting in β-cat ubiquitination and proteasome-mediated degradation. In bone, Dickkopf-1 (DKK-1), sclerostin (SOST) and the secreted Fzd-related proteins are key inhibitors of the Wnt pathway, binding either to LRP4/5/6 inhibiting its interaction with the Wnt-Fzd complex, or associating with Wnts, blocking their participation in the pathway [14]. A number of recent papers have demonstrated changes in SOST and DKK1 in the hTNFtg mouse model and in AS patients, suggesting a role for this pathway in the osteoproliferation characteristic of AS [15-17].

We therefore sought to investigate whether SOST and DKK1 are dysregulated in the PGISp model, given it is a good experimental model for assessing cellular and molecular events involved in severe axial osteoproliferation and ankylosis as seen in AS. In the studies described here we have undertaken an in-depth morphological and molecular study to examine the nature of the spondylitis and identified molecular changes that might contribute to the joint changes in the PGISp model. As well as identifying changes in matrix component expression levels that underlie the excessive bone matrix formation seen, we also observed decreases in Wnt-signalling inhibitors that might promote increased bone formation contributing to ankylosis.

## Materials and methods

### Mouse model

The PGISp model has been described previously [12,13]. For the studies described here the model was established on the IL4^-/- ^background due to the reported increased penetrance [18]. Briefly, three-month old female mice were injected with 2 mg of human cartilage extract equivalent to 100 μg of PG core protein, together with 2 mg dimethyl dioctadecyl ammoniumbromide (Sigma, St. Louis, MO, USA). Three month-old female mice were injected three times at day 0, 21 and 42. Mice were collected at week 12 for the subsequent analyses described below. All mouse studies were carried out under the approval of the University of Queensland Animal Ethics Committee. For the histology studies four control and seven PGISp mice were analysed. For the gene expression analyses, seven control and six PGISP mice were analysed and of these, four control and four PGISp mice were used for the microarray study.

### Bone fixation/histology

Skeletons were collected and fixed in neutral buffered formalin and decalcified in 14% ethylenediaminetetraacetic acid (EDTA). Sections were stained with H&E or toluidine blue according to standard protocols. Gruber's stain has been described previously [19] with a combination of Weigert's haematoxylin, alcian blue and picrosirius red producing distinctive staining of collagen (red), PG (blue) and the cellular elements of the IVD. Severity of vertebral joint disease was scored as described previously [13]; score 1, enthesitis, inflammatory cell accumulation around the IVD and/or infiltration of the annulus fibrosus; score 2, < 50% absorption/erosion of the IVD; score 3, essentially complete resorption (> 50%) of the IVD; score 4, cartilaginous/bony ankylosis.

For immunohistochemistry (IHC), collagen type I (ColI) and osteocalcin (OCN) staining were performed as described in Chang *et al*. [20] and sclerostin (SOST) staining as in Walsh *et al*. [21].

### RNA extraction and microarray analysis

Whole spines from control and PGISp mice were flash-frozen on collection and stored at -80°C. Due to the requirements to preserve RNA integrity it was not possible to assess the activity of arthritis in the spines before RNA extraction, but only mice displaying severe peripheral arthritis were selected. RNA was extracted using Trizol (Life Technologies, Mulgrave, Victoria, Australia) as per the manufacturer's instructions as described previously [22], then cleaned using RNAeasy columns (Qiagen, Doncaster, Victoria, Australia). For microarray analysis cRNA was generated from 500 ng total RNA using the Illumina TotalPrep cRNA Amplification Kit and hybridised to Mouse Ref-8 Expression BeadChips (Illumina, San Diego, CA, USA). Array data were processed as described previously [23] using the Illumina GenomeStudio software and then transformed by variance stabilization transformation (VST) and normalized by robust spline normalization using Lumi [24]. Gene expression analysis was performed in BRB-ArrayTools [25]. Differentially expressed genes were identified by unpaired *t*-test with multivariate permutation correction. These data have been uploaded to the NCI GEO database [GEO: GSE41039].

### Gene Ontology analysis

The evaluation of the gene ontology (GO) classes that are differentially expressed between control and affected bones was performed using a functional class scoring analysis as described previously [26]. For each gene in a GO class, the *P*-value for comparing control and affected samples was computed. The set of *P*-values for a class was summarised by two summary statistics: (i) The log summary (LS) is the average of the log *P*-values for the genes in that class and (ii) the Kolmogorov-Smirnov summary (KS) is the Kolmogorov-Smirnov statistic computed on the *P*-values for the genes in that class. The statistical significance of the GO class containing n genes represented on the array was evaluated by computing the empirical distribution of these summary statistics in random samples of n genes. Functional class scoring is a more powerful method of identifying differentially expressed gene classes than the more common over-representation analysis or annotation of gene lists based on individually analysed genes. Efron-Tibshirani's gene set analysis (GSA) was also used, which uses maxmean statistics for assessing the significance of predefined gene sets and generates a direction of significant expression changes. GO analysis was performed using BRB-ArrayTools.

To examine a possible shift towards osteoblastic activity in the affected spine we generated an osteoblast gene list comprised of well-characterised genes known to be expressed in osteoblasts, which is not available in the standard GO analysis. The genes incorporated in this list were *Sp7*, *Ifitm5*, *Sost*, *Ostn*, *Runx2*, Osteocalcin (*Bglap*), Rankl (*Tnfrsf11b*), Rank (*Tnfsf11*), *Dmp1, Phex*, Alkaline phosphatase (*Alpl*), *Col1a1, Ibsp, Spp1, Pthr*1 and *Sparc*.

### Quantitative PCR

Both *Sost *and *Dkk1 *were expressed at background levels in the microarray study so we utilised quantitative real-time reverse-transcription PCR (qPCR) to accurately measure their transcription levels. RNA (1000 ng) was reverse-transcribed using both oligo-dT primers and random hexamers using the Bioline cDNA Synthesis Kit (Bioline, Alexandria, NSW, Australia) and expression was measured using Taqman assays (Life Technologies, Mulgrave, Victoria, Australia) for *Sost *and *Dkk1 *and *b-Actin *was used as a housekeeping gene to normalise expression.

Comparison of control and PGISP joints for histological scoring, expression levels of *Sost *and *Dkk1 *and SOST IHC were analysed using GraphPad Prism 5 (GraphPad Software Inc, La Jolla, CA, USA), using non-parametric Mann-Whitney tests. Data are expressed at the mean ± SD.

## Results

Inflammation followed a similar time course to that previously described for this model [18]. Initial peripheral inflammation in the knees and ankles, as well as the forelimbs, was evident after the second PG injection and peripheral inflammation increased over a further 8-week period before maximising at 12 weeks after the start date (data not shown). Our focus for this study was on the spondylitis, previously described in this model [13]. Mice were analysed 12 weeks (day 84) after the first PG injection (day 0) when both axial and peripheral disease was well-established.

In the spine and sacral IVDs extensive inflammation and arthritis was found in all affected mice. Similar to human AS [27], not all vertebrae were affected and the severity of the arthritis also varied amongst different vertebrae in a single mouse. Figure 1A and 1B show an unaffected sacral joint in a mouse 12 weeks after the initial PG injection. H&E staining clearly shows an intact joint with no inflammatory cell invasion or damage. In an adjacent IVD, the early stages of inflammation can be seen in Figure 1C and 1D, with invasion of inflammatory cells. A severely affected joint is depicted in Figure 1E and 1F, where the initial inflammation has progressed to massively excessive tissue formation resembling the early stages of a syndesmophyte, which is associated with significant numbers of proliferative mesenchymal cells coupled with almost complete destruction of the IVD. Figure 1G further illustrates the variable nature of the lesions in a 12-week mouse spine with IVDs displaying early stage inflammation as well as severe damage adjacent to unaffected joints. To quantify the extent of disease in the mice the vertebrae were scored on a scale of 1 to 4 as described previously [13] with the average score per vertebrae per mouse being 1.5 ± 0.4 (Figure 1H). We also looked at mice up to 24 weeks after the first injection and they showed similar morphological changes to those at 12 weeks, except for greater penetrance, with most joints severely affected by frequent excessive tissue formation and bridging syndesmophyte formation (data not shown).

**Figure 1:**
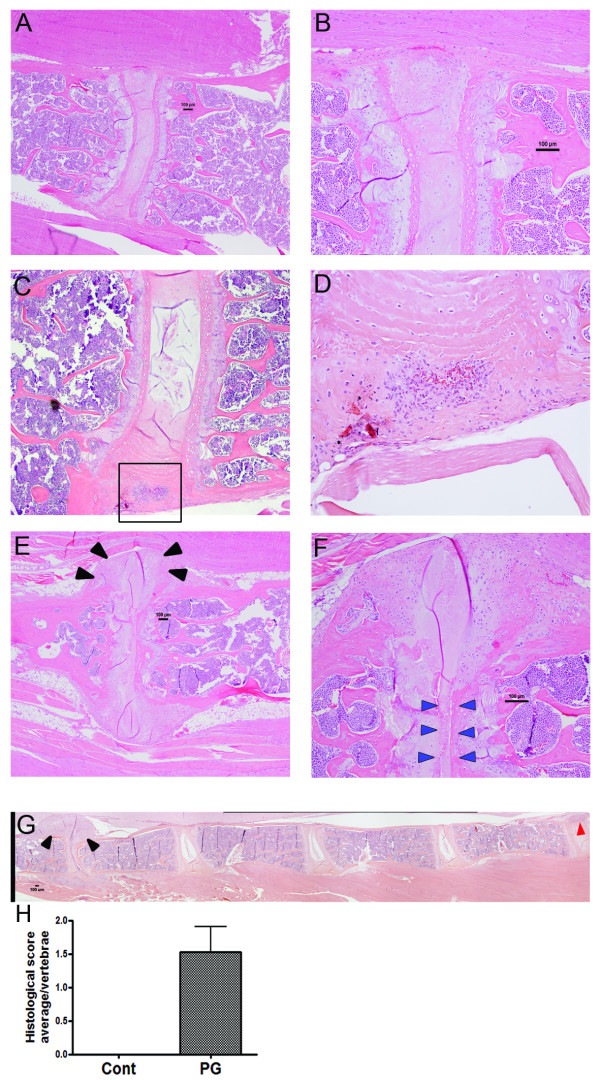
**Morphology of unaffected and affected sacral vertebrae in the proteoglycan-induced spondylitis (PGISp) mouse**. An unaffected sacral vertebral joint from a week-12 mouse shows an intact intervertebral disc (IVD) without inflammation; H&E staining ×40 (**A**) and ×200 (**B**). Early inflammation is evident in the IVD of PGISp mice 12 weeks after the first proteoglycan (PG) injection (boxed area); ×40 (**C**) and ×200 (**D**). Severely-affected sacral joint in week-12 PGISp show massive mesenchymal cell proliferation, excess matrix formation (black arrowheads) and almost complete IVD destruction (blue arrowheads); ×40 (**E**), ×100 (**F**). Inflammation and joint damage is also found in the spine and variable penetrance, a characteristic of AS, is also evident. Severely damaged (black arrowheads) and early-stage inflamed (red arrowhead) joints are found in close proximity to unaffected joints; ×40 (**G**). Histological scoring of the vertebrae indicates the degree of disease severity in the PGISp mice (**H**).

To further delineate the nature of the components of the excessive matrix formation shown in Figure 1 we used toluidine blue, which stains for PG, and Gruber's IVD staining, which differentiates between collagen (red) and PG (blue) [19], to delineate matrix components. In unaffected IVDs strong PG staining is seen in the cartilage endplates and in the nucleus pulposus (Figure 2A, B). Collagen staining clearly delineates the vertebral bone tissue but shows only faint staining in the IVD, representing the lower collagen content in this tissue. However, in affected joints no PG staining is evident within the disc due to extensive destruction, but extensive staining is seen in the excessive matrix laid down at axes of the joints (Figure 2C, D). The periphery of this matrix is low in PG but Gruber's stain shows it is positive for collagen staining (Figure 2E, F).

**Figure 2:**
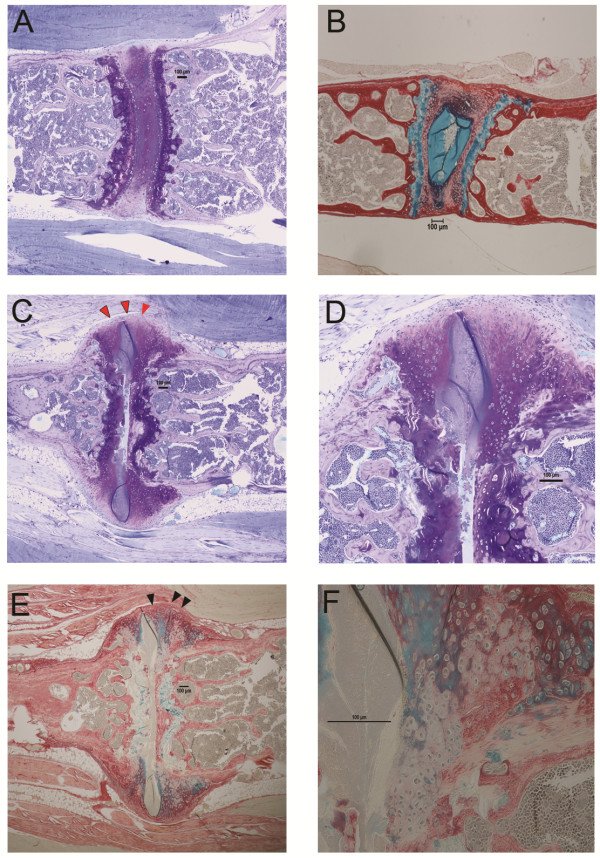
**Matrix changes in affected proteoglycan-induced spondylitis (PGISp) mouse vertebrae**. (**A**) Toluidine blue staining in unaffected week-12 control vertebrae shows clear staining in the vertebral growth plate cartilage and also in the nucleus pulposus (×40). Note the lack of staining in the bone. (**B**) Further tissue delineation is shown using Gruber's intervertebral disc (IVD) stain (×40). Collagen in the bone and annulus fibrosus is stained red, and proteoglycan (PG) in the cartilage and nucleus pulposus is stained blue. The cellular nature of the IVD is clearly visible. Toluidine blue staining of the same affected sacral joint shown in Figure 1 shows that the majority of the excess matrix laid down is PG-rich. However, note the fringes of this matrix stain negative for PG (red arrowheads); ×40 (**C**), ×100 (**D**). Gruber's IVD stain further illustrates the PG-rich nature of the excess matrix; ×40 (**E**), ×100 (boxed area in **F**). However the PG-negative fringes also stain positive for collagen (black arrowheads).

Figure 2 indicates the excess matrix underlying syndesmophyte formation was largely PG-rich, except at the periphery where the PG staining was less evident, with more apparent collagen positivity. Advanced AS frequently presents as fusion of the vertebral bodies due to bony matrix bridging across adjacent vertebrae. To further investigate the nature of the excess matrix formation in this model we used IHC to confirm the presence of the bone matrix components, Col1 and OCN in the affected tissue. In intact joints both Col1 I (Figure 3A) and OCN (Figure 3B) clearly delineate the vertebral bone but no staining is seen in the disc space. Similarly in affected discs, the vertebral bone is stained (Figure 3D and 3F) but some Col1 staining is also evident at the periphery of the syndesmophyte (Figure 3E) concurring with the Gruber's collagen staining in Figure 2E. However this matrix was largely negative for the more mature bone protein OCN, with slight staining at the periphery. The unaffected mature vertebral trabecular bone was strongly positive for OCN (Figure 3G).

**Figure 3:**
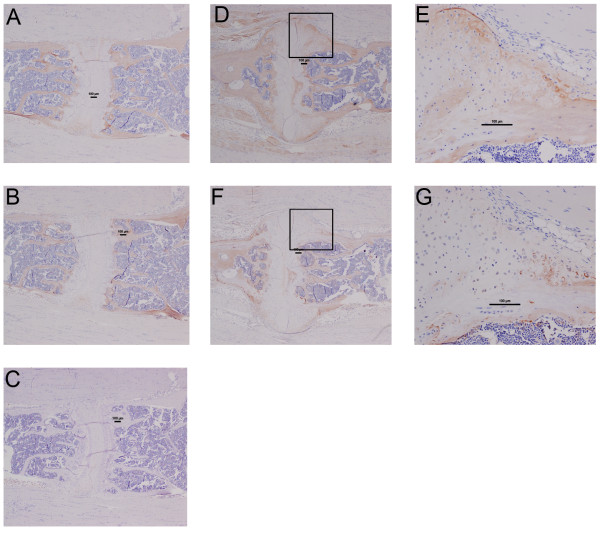
**Bone matrix proteins in affected proteoglycan-induced spondylitis (PGISp) mouse vertebrae**. In an unaffected sacral joint, collagen type I (**A) **(×40) and osteocalcin (**B**) (×40) immunohistochemical staining clearly delineate the bone compartment, only staining the vertebral bone. Collagen type I staining is evident at the fringes of the excess matrix in an affected joint however (D) (×40), (boxed area in **E**) (×200). This collagen matrix is only osteocalcin-positive at the outermost periphery (**F**) (×40), (boxed area in **G**) (×200,). Rabbit immunoglobulin (IgG)-negative control shows no background staining (**C**) (×40).

Having established that excess cartilage and bone-like tissue is laid down in this spondylitis model we then went on to investigate the underlying molecular changes that might underpin the tissue changes. 

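Gene expression was measured in whole spines of 4 control and 4 PGISp mice at week 12, each spine from a separate mouse. In the PGISp model, mice are immunised with human cartilage proteoglycan (PG), and the paper set it up on a background lacking interleukin-4. At 3 months of age the PGISp mice, which were female, were injected on days 0, 21 and 42. They received 2 mg of extract, holding 100 μg of PG core protein, with 2 mg of dimethyl dioctadecyl ammoniumbromide. The paper does not state the sex of the controls separately. The paper chose mice with severe peripheral arthritis, since arthritis in the spine could not be scored before RNA extraction. From each spine 500 ng of RNA was amplified and hybridised to a MouseRef-8 array, which reads transcripts with probes on beads. All 8 arrays lay on 1 BeadChip, with the PGISp spines at positions A, C, E and G and the control spines at positions B, D, F and H, and the spines are named here by these letters.

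The authors transformed the bead signals by variance stabilization and normalized them by robust splines. The deposited log2 values covered 25695 probes, of which 23976 carried a gene symbol. Correlations between arrays were 0.981 to 0.994 within groups and 0.972 to 0.99 between groups. Background was set on each array at the 95th percentile of 1303 olfactory and vomeronasal receptor probes. Above it were 13043 to 13835 probes on the control arrays and 11942 to 14114 on the PGISp arrays. Probes with a mean log2 value above the array median of 6.77 were kept, and each gene was read from its brightest probe, which gave 9609 genes. Groups were compared with limma at a Benjamini-Hochberg adjusted p under 0.1, and gene lists with limma's camera at an adjusted p under 0.05 and a preset correlation between genes of 0.01. Folds are differences of mean log2 values, turned to the linear scale. In simulated data with 4 arrays per group, this fit recovered 89.4% of genes changed 1.5-fold, and 54.4% of those with the smallest change simulated, which lay below the median change of the genes called here. The simulated genes varied independently, so these rates need not hold on the real arrays. Eif2s3y, a gene of the Y chromosome, read 8.57 on control B and 8.33 on control F, against 6.49 to 6.91 on the other arrays.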

We undertook microarray-based whole-genome expression profiling in spines from week-12 affected PGISp or control mice that had not been injected with PG extract, to define the gene expression changes associated with joint remodelling. As might be expected with such marked tissue changes, unsupervised clustering distinguished all samples from affected mice and unaffected controls (Figure 4). 

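The 4 control spines were more like each other than like the PGISp spines. After each gene was centred on its mean over the 8 arrays, complete linkage joined control B with control F first, at a correlation of 0.61, and control D with control H at 0.23. PGISp A, C and E formed a second branch, closed at a correlation of 0.19. PGISp G joined that branch last, at a correlation of -0.31, and the control and PGISp branches met at -0.67. PGISp G had a mean correlation of -0.08 with the other PGISp spines and of -0.13 with the control spines. The mean correlation within groups exceeded that between groups by 0.569 (exact permutation test, one-sided, p = 0.0286, the smallest p that 35 splits allow). Leaving out any single control spine gave an exact p of 0.0571 and a top branching that no longer followed the groups, with a difference of 0.504 without B, 0.568 without D, 0.439 without F and 0.529 without H.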

A class comparison analysis, using a multivariate permutation test providing 80% confidence that the false discovery rate was less than 10%, identified 656 differentially expressed genes. Of these, 125 were increased > 1.5-fold and 46 decreased > 1.5-fold. 

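At week 12, 1039 of the 9609 genes tested, or 10.8%, differed between control and PGISp spines in limma. Of these, 601 were higher in PGISp spines and 438 were lower. Most of the changes were small, with a median of 1.30-fold. Among the genes with the smallest p-values, Chil1, a chitinase-like protein of inflamed tissue, rose 1.92-fold (adjusted p = 0.00022). Mrgpra2b, a Mas-related G protein-coupled receptor, rose 2.24-fold with the same adjusted p, and Hdc, the enzyme that makes histamine, rose 2.09-fold (adjusted p = 6.6e-04). Xbp1, a transcription factor of secretory cells, rose 1.60-fold (adjusted p = 0.00281). In the other direction Cytl1, a secreted protein of cartilage, fell by 0.79 on the log2 scale (adjusted p = 0.00269). In 864 of the 1039 genes the values of the groups did not overlap. Such a separation was found in 13.4% of all genes tested, against 2.86% by chance. The methods' t-test with multivariate permutation called 385 genes, of which 346 were among the 1039. Without control B the count was 619, without control F 405, without PGISp E 630 and without PGISp G 1564, and without both control B and F, a choice made after the Y-linked signal was seen, it was 163. Other pairs of controls left out gave 96 to 566, so the loss is not particular to B and F.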

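In the re-analysis 121 genes rose over 1.5-fold and 68 fell by as much. Beyond 2-fold, 23 were higher and 4 lower. Stfa1, a cysteine protease inhibitor of myeloid cells, rose 2.89-fold (log2 8.33 ± 0.25 in control and 9.86 ± 0.68 in PGISp spines, SD, n = 4 each). Lox, the enzyme that cross-links collagen, rose 2.50-fold, Cstdc4 2.28-fold, Ifitm6 2.22-fold and Ms4a6d, a membrane protein of macrophages, 2.21-fold. Among the genes that fell with no overlap between the groups, the muscle proteins Ankrd2, Csrp3, Nrap and Myoz2 were lower by 2.14-fold, 2.07-fold, 1.89-fold and 1.81-fold, and the small heat shock protein Hspb7 by 2.12-fold. Among genes of lipid synthesis, Thrsp was lower by 2.10-fold and Dgat2 by 1.98-fold. Phlda3 and Tmem45b were lower by 1.87-fold and 1.90-fold. The adjusted p of these genes in limma ranged from 0.0014 for Ifitm6 to 0.0261 for Nrap. The number falling over 1.5-fold was 36 without control B, 106 without control D, 28 without control F, 42 without PGISp A, 40 without PGISp E and 161 without PGISp G. Without both control B and F it was 7, and without the other pairs of controls 6 to 125. The calls for Stfa1, Lox, Cstdc4, Ankrd2, Nrap, Myoz2, Thrsp and Phlda3 were lost without both control B and F (adjusted p from 0.109 to 0.238). The methods' t-test did not call Stfa1, Cstdc4, Nrap, Myoz2, Thrsp and Dgat2 (adjusted p from 0.103 to 0.129).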

To identify the pathway changes that might underlie the tissue changes we undertook GO analysis. Table 1 shows that a number of inflammatory and immune pathways are upregulated, as would be expected in an inflammatory arthritis model. 

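Of the immune gene lists fixed before the data were examined, the list of neutrophils and their precursors changed most. Of its 24 measured genes 20 rose and none fell (22 rose when adjusted over the list alone). Prtn3, Ctsg and Olfm4, which encode granule proteins, rose 2.27-fold, 2.05-fold and 2.01-fold. The list had a mean log2 fold change of 0.72 (adjusted p = 9.8e-23 from camera, adjusted p = 0.015 with an estimated correlation). Of 24 genes of the acute phase and innate sensing, 14 rose and none fell (16 adjusted over the list alone), with a mean of 0.47 (adjusted p = 1.4e-13, adjusted p = 0.033 with an estimated correlation). The neutrophil list holds 3 of these 24 genes.

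Of 17 monocyte and macrophage genes, 7 rose and none fell (10 adjusted over the list alone). Among them Fcgr3, an activating receptor for immunoglobulin G, rose 1.58-fold (adjusted p = 0.00744). This list had a mean of 0.31 (adjusted p = 1.5e-05, adjusted p = 0.26 with an estimated correlation). For 11 genes of MHC class II and antigen presentation the mean was 0.16 (adjusted p = 0.012, adjusted p = 0.32 with an estimated correlation). Of these 4 rose, none fell and 7 did not pass the test, while 6 rose and 1 fell when adjusted over the list alone. Members that rose were H2-Ab1 (1.32-fold) and H2-Eb1 (1.35-fold), which encode class II chains. None of 10 complement genes and none of 15 B cell genes passed the test in limma (4 complement genes higher and 1 lower, and no B cell gene, both when adjusted over the lists alone and at an unadjusted p under 0.05). Their mean log2 fold changes were 0.10 (adjusted p = 0.20) and -0.03 (adjusted p = 0.75). Leaving out control F ended the call for H2-Ab1 (adjusted p = 0.111), and that for H2-Eb1 was lost without control F or H or PGISp C or E (adjusted p from 0.116 to 0.161).

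**Figure D1:**
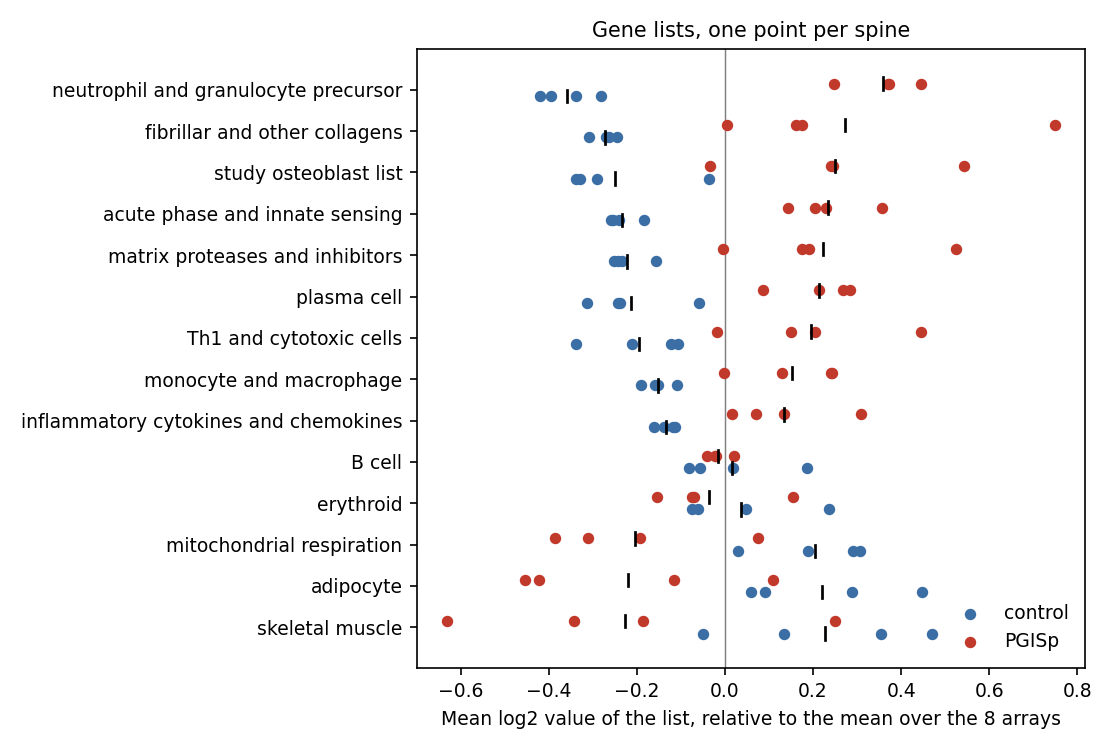
Mean log2 value of the measured genes of 14 lists on each spine, relative to the mean over the 8 arrays, with control spines in blue, PGISp spines in red and black lines at the group means. The neutrophil list lies between 0.25 and 0.45 on the PGISp arrays and between -0.42 and -0.28 on the control arrays, and the skeletal muscle list overlaps between the groups.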

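Several cytokine, chemokine and acute phase genes were higher in PGISp than in control spines. Ccl9, a chemokine of myeloid cells, rose from a log2 value of 8.51 ± 0.19 to 9.24 ± 0.21 (SD, n = 4 each), which is 1.66-fold (adjusted p = 0.00915 in limma). Ccl8, another chemokine, rose 1.46-fold (adjusted p = 0.0127), and Osm, a cytokine of the interleukin-6 family, rose 1.42-fold (adjusted p = 0.00776). Clec4d, a C-type lectin receptor of myeloid cells, rose 2.08-fold (adjusted p = 0.00155) and Lbp, which binds bacterial lipopolysaccharide, 1.83-fold (adjusted p = 0.0134). Saa3, a serum amyloid A protein, read 6.71 ± 0.10 in control spines, above background on 1 of 4 arrays, and 7.74 ± 0.64 in PGISp spines (SD, n = 4 each), a ratio of 2.04 against a level near background (adjusted p = 0.0455). Of 21 measured cytokine and chemokine genes, 9 rose and 1 fell (10 rose and 1 fell when adjusted over the list alone). The gene that fell was Ccl11, named here after its value was seen. The list had a mean log2 fold change of 0.27 (adjusted p = 4.4e-05 from camera, adjusted p = 0.27 with an estimated correlation), and of 0.16 without the filter on dim probes. The call for Saa3 was lost without control B (adjusted p = 0.113) and without control F (adjusted p = 0.127), and without both control B and F those for Ccl8, Osm, Lbp and Saa3 were lost (adjusted p from 0.117 to 0.306).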

Underlying these pathway changes was upregulation in a number of inflammatory genes (all *P *< 0.01) (Table 2). Tissue remodelling enzymes were upregulated such as *matrix metallopeptidase 3 *(*Mmp3*) (5.3-fold) and *Mmp13 *(2.3-fold), and *tissue inhibitor of metalloproteinase 1 *(*TIMP1*) (3.5-fold), as were components of the IL1 signalling network, *Il1b *(1.6-fold) and its receptor *Il1r2 *(1.3-fold). 

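Mmp3 showed the largest increase among the named genes. Its log2 value was 6.94 ± 0.12 in control and 9.35 ± 0.79 in PGISp spines (SD, n = 4 each), a log2 fold change of 2.40 (standard error 0.31) or 5.29-fold, with an adjusted p of 0.00377 in limma. Timp1 rose 3.48-fold, from 7.61 ± 0.06 to 9.41 ± 0.77 (adjusted p = 0.0108). For both genes every PGISp spine lay above every control spine. Mmp13 was already abundant in control spines, at 10.45 ± 0.41, and reached 11.63 ± 0.77 in PGISp spines, or 2.26-fold (adjusted p = 0.074), with PGISp G below control D. Its 2 dimmer probes had log2 fold changes of 0.70 and, below the filter, 0.07, and those of Mmp3 1.98 and 1.33. Il1b rose 1.57-fold, from 7.39 ± 0.09 to 8.04 ± 0.47 (adjusted p = 0.0778). Il1r2, a decoy receptor for interleukin-1, rose 1.28-fold, from 6.80 ± 0.04 to 7.15 ± 0.07 (adjusted p = 0.00927), close to background. The call for Mmp13 was lost without control B, F or H or PGISp A or E (adjusted p from 0.126 to 0.194), and that for Il1b without any single control spine or PGISp E (adjusted p from 0.133 to 0.183). Without both control B and F, Mmp3 passed the test (adjusted p = 0.068), while Timp1 (adjusted p = 0.122) and Il1r2 (adjusted p = 0.122) did not, each the highest over that gene's alternatives, which began at 2.5e-04 for Mmp3, 0.00122 for Timp1 and 0.00146 for Il1r2.

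**Figure D2:**
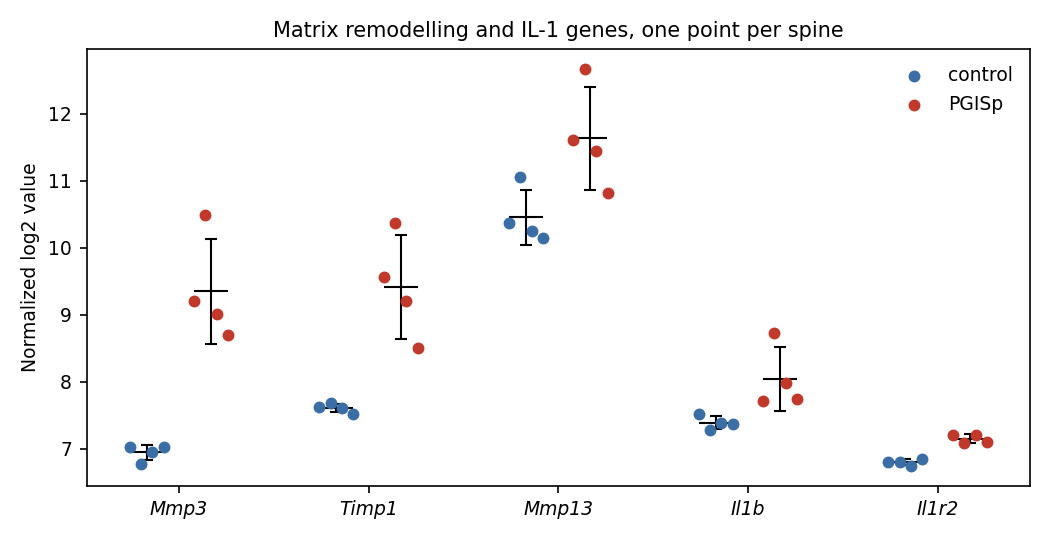
Normalized log2 values of Mmp3, Timp1, Mmp13, Il1b and Il1r2, one point per spine, with control spines in blue and PGISp spines in red. Horizontal lines mark means and bars 1 SD. PGISp C has the highest value of Mmp3 (10.49), Timp1 (10.37), Mmp13 (12.66) and Il1b (8.73).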

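Neither Ifnlr1, listed on the array under its older symbol Il28ra, nor Tnfrsf1a passed the test over all genes. Ifnlr1, a chain of the receptor for type III interferons, had a log2 value of 7.39 ± 0.07 in control and 7.67 ± 0.27 in PGISp spines (SD, n = 4 each). This is a ratio of 1.22 with an adjusted p of 0.185 in limma. Its other probe above the filter gave a ratio of 1.17. Tnfrsf1a read 6.93 ± 0.06 and 7.19 ± 0.25, a ratio of 1.20 (adjusted p = 0.205), at a level near background. Its 2 other probes had log2 fold changes of 0.16 and 0.24. Ifnlr1 passed the test without PGISp E (adjusted p = 0.0987), and Tnfrsf1a without PGISp A (adjusted p = 0.0795) or when every probe was tested separately (adjusted p = 0.0838). Over all alternatives the adjusted p ran from 0.0987 to 0.437 for Ifnlr1 and from 0.0795 to 0.504 for Tnfrsf1a.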

Other SpA-associated genes were also altered including *Il28ra *(1.2-fold) and the gene encoding TNF receptor type I, *tumor necrosis factor receptor superfamily, member 1a *(*Tnfrsf1a*) (1.2-fold). Elevated inflammatory signalling was also indicated by significant increases in both *signal transducer and activator of transcription 1 *(*Stat1*) (1.2-fold) *and Stat3 *(1.2-fold).

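Stat3, which carries signals of interleukin-6 and related cytokines into the nucleus, was higher in PGISp than in control spines. Its log2 value by its brightest probe was 8.79 ± 0.15 in control and 9.17 ± 0.12 in PGISp spines (SD, n = 4 each), or 1.30-fold (adjusted p = 0.0383 in limma), with every PGISp spine above every control spine. Its 2 other probes had ratios of 1.19 and 1.15, and by the brighter of these control B (8.48) lay above PGISp E (8.45) and G (8.34). Of 17 measured genes of the interleukin-6 and STAT3 response, 7 rose and none fell (9 adjusted over the list alone). They included Socs3, a feedback inhibitor of this pathway, at 1.68-fold and Cebpb at 1.39-fold. The mean log2 fold change of the list was 0.28 (adjusted p = 1.7e-04 from camera, adjusted p = 0.28 with an estimated correlation).

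The call for Stat3 was lost without control F (adjusted p = 0.107), that for Socs3 without control B or F (adjusted p from 0.106 to 0.125) and that for Cebpb without any single control or PGISp C, E or G (adjusted p from 0.112 to 0.228).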

**Figure 4:**
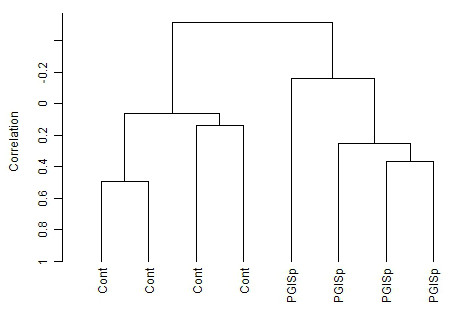
**Whole genome expression profiling of affected proteoglycan-induced spondylitis (PGISp) mouse vertebrae**. Unsupervised clustering using centred correlation and complete linkage shows expression profiles clearly delineate between control and PGISp spines.

**Table 1:** Gene ontology (GO) analysis of genes differentially expressed in control and proteoglycan-induced spondylitis (PGISp) mouse spines

GO category	GO term	Number of genes	LS permutation *P*-value	KS permutation *P*-value	Efron-Tibshirani's GSA test *P*-value
**GO:0002252**	immune effector process	225	0.00001	0.00196	< 0.005 (+)
**GO:0002376**	immune system process	995	0.00001	0.00002	0.005 (+)
**GO:0002444**	myeloid leukocyte mediated immunity	18	0.00001	0.00179	0.005 (+)
**GO:0002682**	regulation of immune system process	374	0.00001	0.01936	0.005 (+)
**GO:0002684**	positive regulation of immune system process	255	0.00001	0.00417	0.005 (+)
**GO:0006954**	inflammatory response	293	0.00001	0.00007	< 0.005 (+)
**GO:0006955**	immune response	562	0.00001	0.00001	0.005 (+)
**GO:0032963**	collagen metabolic process	30	0.00007	0.01778	0.005 (+)
	Osteoblast genes	16	0.00105	0.00005	0.02 (+)

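Over all 39 gene lists tested, 19 were higher and 3 lower in PGISp spines by camera. With an estimated correlation 2 of these 22 lists passed, those of neutrophils and of the acute phase, and fry, which asks whether the genes of a list move on balance one way, called 14 of the 22 and also the lists of T helper 17 cells and T cells. The functional class scores of the methods were computed for the 10 measured genes of the osteoblast list against 100000 random lists of the same size. The LS score gave a permutation p of 0.00956 and the KS score a permutation p of 0.00245. Over all probes, with 14 genes of the list measured, these were 0.00444 and 0.00047. The GO classes and the gene set analysis of Table 1 are not analysed here.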

Gene expression levels in a number of inflammatory pathways, as well as an osteoblast gene set are altered in PGISp spine samples. LS, log summary; KS, Kolmogorov-Smirnov summary; GSA, gene set analysis.

**Table 2:** Inflammation and osteoblast-associated genes over-expressed in proteoglycan-induced spondylitis (PGISp) spines

Gene	Fold change PGISp/Control	*P*-value	Gene symbol
*Matrix metallopeptidase 3*	5.29	3.50E-05	*Mmp3*
*Matrix metallopeptidase 13*	2.26	0.0086	*Mmp13*
*Tissue inhibitor of metalloproteinase 1*	3.48	0.0003	*Timp1*
*Interleukin 1, beta*	1.57	0.0087	*Il1b*
*Interleukin 1 receptor, type II*	1.28	0.0000	*Il1r2*
*interleukin 28 receptor alpha*	1.18	0.0068	*Il28ra*
*Signal transducer and activator of transcription 1*	1.18	0.0150	*Stat1*
*Signal transducer and activator of transcription 3*	1.21	0.0039	*Stat3*
*Bone sialoprotein*	2.62	0.0001	*Ibsp*
*Collagen Type I*	2.51	0.0005	*Col1a1*
*Collagen Type III*	2.42	0.0004	*Col3a1*
*Osteocalcin*	1.50	0.0297	*Bglap1*

We also looked for changes indicative of osteoproliferative activity. We generated an osteoblast gene list composed of well-characterised osteoblast-associated genes and used it to undertake a GO analysis. This showed a highly significant upregulation in this gene set (Table 1) with *Col1a1 *(2.5-fold), *bone sialoprotein *(*Ibsp*) (2.6-fold), *osteonectin *(*Sparc*), (1.6-fold) and *osteocalcin *(BGlap1) (1.5-fold) all upregulated (all *P *< 0.03) (Table 2).

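Of the 16 genes of the paper's osteoblast list, 10 were measured above the filter, and 3 of these rose while none fell (4 rose when adjusted over the list alone). Ibsp rose 2.62-fold, from a log2 value of 9.91 ± 0.40 in control to 11.30 ± 0.36 in PGISp spines (SD, n = 4 each, adjusted p = 0.00744 in limma), and its dimmer probe had a log2 fold change of 0.55. Col1a1 rose 2.51-fold, from 10.68 ± 0.32 to 12.00 ± 0.53 (adjusted p = 0.0146). Sparc rose 1.59-fold, from 11.56 ± 0.15 to 12.23 ± 0.49 (adjusted p = 0.086), and its other probe had a log2 fold change of 0.46. Bglap, the gene of osteocalcin, read 11.87 ± 0.33 and 12.35 ± 0.49, a ratio of 1.40 that did not pass the test (adjusted p = 0.257). Its second bright probe gave a ratio of 1.50. Alpl (1.28, adjusted p = 0.144), Ifitm5 (1.17, adjusted p = 0.300), Sp7 (1.14, adjusted p = 0.427), Phex (1.10, adjusted p = 0.343), Pth1r (1.08, adjusted p = 0.434) and Tnfrsf11b (1.05, adjusted p = 0.680) did not pass either. Dmp1, Ostn and Tnfsf11 were too dim to be tested, and Runx2 and Spp1 are not analysed here.

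The list as a whole had a mean log2 fold change of 0.50 and a median of 0.29 (adjusted p = 1.7e-04 over all lists from camera, adjusted p = 0.27 with an estimated correlation). A list of 9 other osteoblast and osteocyte genes had a mean of 0.15 and was not called (adjusted p = 0.13), with Pdpn (1.67-fold) and Dlx3 (1.15-fold) higher and Ank, a transporter of pyrophosphate, lower by 1.32-fold (2 higher and 1 lower adjusted over the list alone). Over its alternatives this mean ran from 0.08 to 0.20, and none called the list. On the same arrays 32 skeletal muscle genes had a mean of -0.45 (adjusted p = 4.2e-09, adjusted p = 0.32 with an estimated correlation), and of -0.27 without both control B and F, where the list stood at 0.35 and 0.47 relative to the 8 arrays, against -0.05 and 0.13 on control D and H. PGISp G stood at 0.25, above control D and H, and the other PGISp spines at -0.63 to -0.19. The call for Col1a1 was lost without both control B and F (adjusted p = 0.152) and by the methods' t-test (adjusted p = 0.108), with a range of 0.00309 to 0.152 over its alternatives. That for Sparc was lost without any single control or PGISp A or E (adjusted p from 0.114 to 0.198), that for Pdpn without control F (0.103), that for Ank without control B or F (0.112 to 0.143) and that for Dlx3 without control D, F or H or PGISp C, E or G (0.112 to 0.224), while without PGISp G Bglap (adjusted p = 0.0270) and Alpl (adjusted p = 0.0697) passed the test. The paper drew up this list to look for changes of osteoproliferative activity, and from its Table 1 scores and the genes of Table 2 concludes that the set was upregulated.

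**Figure D3:**
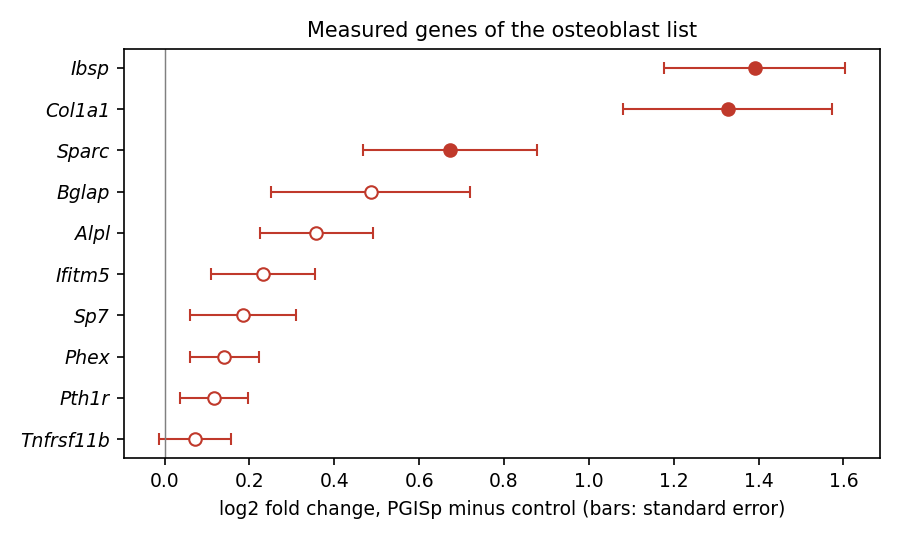
Log2 fold change of the 10 measured genes of the osteoblast list, PGISp minus control, with bars of 1 standard error. Filled points mark Ibsp, Col1a1 and Sparc, which passed the test over all genes, and open points the others.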

As well as changes to bone matrix proteins we also investigated whether key bone regulatory genes were also altered that might be driving the osteoproliferative response. Using qPCR, we therefore specifically measured expression of the bone-associated Wnt inhibitors *Sost *and *Dkk1*, of which the expression levels are too low to be picked up by microarray. 

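On the arrays Sost and Dkk1 lay at background in both groups, so the arrays measured no fold for either. Sost read a log2 value of 6.62 ± 0.05 in control and 6.65 ± 0.04 in PGISp spines (SD, n = 4 each) and was above background on 0 of 8 arrays. Dkk1 read 6.68 ± 0.05 and 6.66 ± 0.10 and was likewise above background on 0 of 8 arrays. Neither entered the test. Of 12 inhibitors of Wnt signalling that could be tested, none passed in limma, over all genes or adjusted over the list alone, and 1 was higher and 1 lower at an unadjusted p under 0.05. This list had a mean log2 fold change of 0.0015 (adjusted p = 0.97 from camera). Actb, the reference gene of the qPCR, read 13.09 ± 0.13 and 13.16 ± 0.12 by its brightest probe (adjusted p = 0.710), while its 4 other probes had log2 fold changes from -0.52 to 0.34. When every probe was tested separately in limma, the probe with the smallest p gave -0.42 and was called lower (adjusted p = 0.0236). That probe read only 6.55 to 7.23, near background, and was above it on 6 of 8 arrays.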

At both 12 and 24 weeks *Sost *(0.4-fold, *P *< 0.01 and 0.5-fold, *P *< 0.05, respectively) and *Dkk1 *(0.5-fold, *P *< 0.05 and 0.6-fold, *P *< 0.05, respectively) were significantly downregulated in PGISp-affected spines (Figure 5A). Downregulation of Sost in osteocytes within the vertebrae could also be seen at protein level (Figure 5B, C).

**Figure 5:**
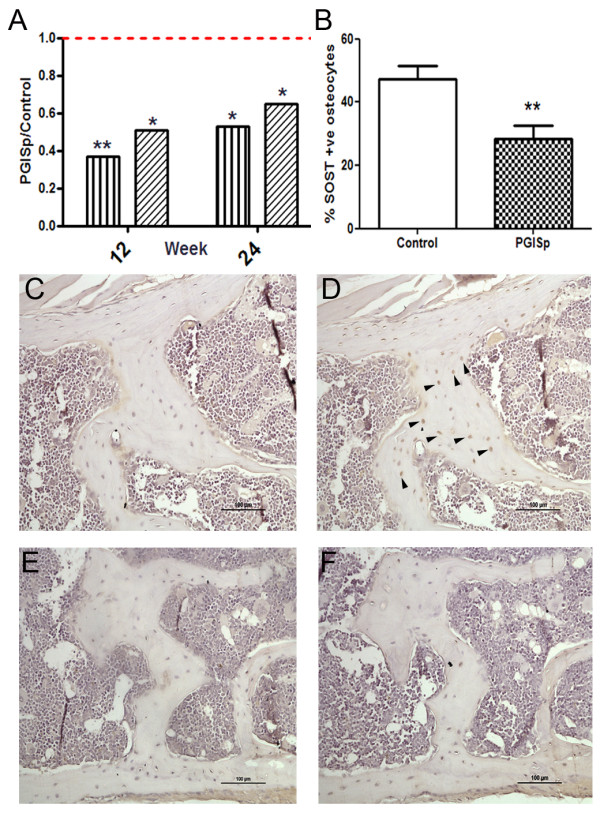
**Both Dickkopf-1 **(**DKK1) and sclerostin (SOST) are downregulated in proteoglycan-induced spondylitis (PGISp)-affected mouse spines**. (**A**) At week 12 and 24 both SOST and DKK1 expression are significantly downregulated in PGISp-affected spines, as shown by qPCR. Data are shown as Sost (vertical bars) or Dkk1 (diagonal bars) expression normalised to β-actin and expressed as the ratio of PGISp/Control. The dashed red line represents a ratio of 1, that is, no change in expression. Downregulation of SOST at the protein level was confirmed by immunohistochemistry. (**B**) The percentage of SOST-positive osteocytes is significantly reduced in the PGISp spine and pelvis. (**C**-**F**) Representative images demonstrating numbers of SOST+ve osteocytes in PGISp spines. Osteocyte-containing lacunae staining positive for SOST (**D**) are common in control bone but less evident in PGISp-affected samples (**F**). Isotype stained controls are also included (**C**,**E**). *P < 0.05, ** *P *< 0.01, PGISp vs. control.

## Discussion

The PGISp model is a well-established mouse model of arthritis that exhibits both axial and peripheral inflammation [28] and has previously been presented as a model of spondylitis [13]. This further characterisation of axial disease pathology and underlying molecular changes in the Wnt signalling pathway further establish PGISp as a good model of the bone formation arising from joint inflammation typical of AS.

Axial disease in the PGISp mice was initiated with entheseal inflammation at the periphery of the vertebral and sacral joints. These inflammatory cells infiltrated the joint intervertebral area generating an invasive pannus, which destroys the IVD. This is then followed by proliferation of mesenchymal cells and deposition of a collagen/proteoglycan-rich matrix, which can eventually mineralise leading to ankylosis. Given this is the typical disease progression in AS [29], these observations establish the PGISp model as highly appropriate for investigation of AS aetiology. Initial inflammation occurs in axial insertion sites, such as the spinal and sacroiliac ligament attachments or sites of attachment of the outer fibres of the annulus fibrosus of the anterior vertebral disc. This initial enthesitis progresses and often a destructive spondylodiscitis is seen [30,31], as well as extensive cartilage loss preceding the pathological bone formation that underlies the joint fusion seen in advanced cases.

Whether the initial inflammation directly links to the subsequent osteoproliferative stages is subject to significant debate. There is considerable evidence that syndesmophytes develop at sites where previous inflammation has been observed [4]. Exactly how inflammation and bone formation are linked is not clear, with studies demonstrating that inhibition of inflammation does not affect radiographic progression in either human [32] or mouse [33] studies. However, it has also been shown in longitudinal human imaging studies that the presence of inflammatory lesions can predict the future development of syndesmophytes [34]. Our present study indicates the damage is certainly triggered by an initial inflammatory insult but there is little evidence of inflammatory cells remaining at sites where an extensive osteoproliferative response has occurred.

The study described here has further detailed the structural changes occurring at axial disease sites in the PGISp model and identified some of the molecular mechanisms that contribute to the disease process. IVD destruction follows the initial inflammation with extensive cell proliferation and excessive tissue formation then becoming evident. The nucleus pulposus is PG-rich, whereas the annulus fibrosus stains less strongly [35]. The matrix laid down in place of the destroyed disc in this model shows a different makeup, being rich in unmineralised PG, except at the periphery where collagen appears to comprise a significant component of the matrix. At this point, staining for unmineralised PG is negative, which might indicate a transition from a fibrocartilage-based matrix to immature bone. OCN staining is only present at the outer periphery of this matrix, indicating that this matrix has not yet developed into mature bone. It is clear that the model exhibits a strong anabolic response to the initial inflammatory insult.

We also sought to investigate the molecular changes underlying the progression through inflammation to bone formation using whole-genome expression analysis. Inflammatory as well as both matrix catabolic and anabolic pathways were altered. 

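Lists of genes for bone resorption, cartilage and the processing of collagen were followed beside the inflammatory ones. Of 15 measured genes of collagen processing, 4 rose and 1 fell (6 rose and 1 fell when adjusted over the list alone), with a mean log2 fold change of 0.26 (adjusted p = 0.0035 from camera, adjusted p = 0.32 with an estimated correlation). Beside Lox these were Plod2, a lysyl hydroxylase, at 1.53-fold, Serpinh1, a collagen chaperone, at 1.34-fold and Crtap at 1.21-fold, while Pcolce2, named here after its value was seen, fell by 0.25 on the log2 scale. Of 12 osteoclast genes 1 rose, Mmp9 at 1.67-fold, and none fell (4 rose adjusted over the list alone). Mmp9 is also a protease of neutrophils. The osteoclast list had a mean of 0.22 (adjusted p = 0.021, adjusted p = 0.32 with an estimated correlation). Of 9 cartilage genes none rose and only Cytl1 fell, also when adjusted over the list alone, and the list had a mean of -0.02 (adjusted p = 0.61). The osteoclast list was not called without PGISp C (adjusted p = 0.072) or with the Y-linked signal as covariate, chosen after seeing the data (adjusted p = 0.0515). This covariate marks control B and F only, so it compares PGISp with control D and H. The mean of the collagen processing list was 0.16 without PGISp C, where it stood at 0.43 relative to the 8 arrays, against -0.03 to 0.10 on the other PGISp spines. Calls were lost for Plod2 without control B, F or H (adjusted p from 0.109 to 0.141), for Serpinh1 without control B, D or F or PGISp E (0.109 to 0.153), for Crtap without control B, D or F or PGISp C or E (0.107 to 0.126) and for Mmp9 without control B, F or H or PGISp A (0.126 to 0.151).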

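Of 19 measured genes of interleukin-1 signalling, 6 rose and none fell, over all genes and adjusted over the list alone. Beside Il1b and Il1r2 they included Casp1, which cleaves the interleukin-1β precursor, at 1.31-fold (adjusted p = 0.0385 in limma) and the adaptor Myd88 at 1.36-fold (adjusted p = 0.054). Il1rn (1.19-fold) and Irak3 (1.22-fold), named here after their values were seen, also rose. The cytokine and chemokine list holds 4 of the 19 genes. The list had a mean log2 fold change of 0.15 (adjusted p = 0.0038 from camera, adjusted p = 0.27 with an estimated correlation). Of 15 measured genes of tumour necrosis factor signalling, 3 rose and none fell (4 adjusted over the list alone). These were Casp8, an initiator of apoptosis, at 1.21-fold (adjusted p = 0.0187), the protease Adam17, which sheds tumour necrosis factor, at 1.24-fold (adjusted p = 0.0535) and Ltb, a cytokine of the same family, with a log2 fold change of 0.33 (adjusted p = 0.0507). The mean of that list was 0.13 (adjusted p = 0.023, adjusted p = 0.32 with an estimated correlation). The list was not called without control H (adjusted p = 0.117) or without PGISp C (0.189). Nor was it called without the filter on dim probes, where its mean was 0.07 (0.0796). Calls were lost for Casp1 without control F (adjusted p = 0.125), for Myd88 without control B, F or H or PGISp A, C or E (0.103 to 0.156), for Adam17 without control D, F or H or PGISp C (0.104 to 0.159) and for Ltb without control D, F or H or PGISp C or E (0.102 to 0.112). The call for Casp8 held without any single array. It was lost without both control B and F (adjusted p = 0.162) and with the Y-linked signal as covariate (0.109), which both compare PGISp with control D and H.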

Elements of both the IL-1 and TNF pathways were upregulated. Both these pathways have been associated with AS through genetic studies [36,37]. IL28ra has been associated with psoriasis, a condition frequently co-existing in AS patients [38]. Stat1 and Stat3 mediate T_H_1 and IL-17-associated signalling respectively, with both cell types thought to play a role in the PGISp model [39,40] and have been implicated in SpA [41,42]. 

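Of 6 measured genes of T helper 1 and cytotoxic cells, 2 rose and none fell (4 adjusted over the list alone). Both encode proteins of cytotoxic granules, Nkg7 at 1.58-fold (adjusted p = 0.00185 in limma) and Prf1 at 2.04-fold (adjusted p = 0.0681). The list had a mean log2 fold change of 0.39 (adjusted p = 0.0038 from camera, adjusted p = 0.27 with an estimated correlation). For T helper 17 cells 4 genes could be measured, with a mean of 0.08 (adjusted p = 0.32 from camera, adjusted p = 0.0041 from fry). Of these Batf, a transcription factor, rose 1.17-fold (adjusted p = 0.0987), also when adjusted over the list alone, and the other 3 did not pass. Of 8 general T cell genes 1 rose, Il7r at 1.16-fold (adjusted p = 0.0799), also adjusted over the list alone, and the list had a mean of 0.09 (adjusted p = 0.084 from camera, adjusted p = 0.025 from fry). Without the filter on dim probes the T helper 1 list had a mean of 0.13 and was not called (adjusted p = 0.166 from camera). The T cell list, with a mean of 0.05, was called there (adjusted p = 0.0452). Calls were lost for Prf1 without control B, F or H or PGISp C or E (adjusted p from 0.114 to 0.183), and for Batf and Il7r without any single control or PGISp A, C or E (0.125 to 0.251 and 0.125 to 0.214).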

Elevated expression in these genes might reflect the increased T_H_1 and IL-17-expressing cell activity seen in these mice. *STAT3 *has also been shown to be associated with human AS [43]. These molecular disease patterns further support that the PGISp model replicates not only cellular changes in AS but also but also molecular patterns as well as inflammation polarization.

Mirroring the destructive nature of the early disease, stage changes in matrix remodelling factor expression levels were seen. 

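Of 24 measured genes of matrix proteases and their inhibitors, 7 rose and none fell (15 rose and 2 fell when adjusted over the list alone). The mean log2 fold change of this list was 0.44 (adjusted p = 6.7e-06 from camera, adjusted p = 0.26 with an estimated correlation). Beside the genes of Table 2, Mmp2, a gelatinase, rose 1.76-fold (9.42 ± 0.18 in control and 10.23 ± 0.63 in PGISp spines, SD, n = 4 each, adjusted p = 0.0985 in limma). Ctss, a lysosomal cysteine protease of antigen-presenting cells, rose 1.21-fold (adjusted p = 0.0778). The list shares 2 genes with the neutrophil list and 2 with the osteoclast list. The call for Mmp2 was lost without any single control or PGISp A or E (adjusted p from 0.101 to 0.189), and that for Ctss without control B, D or F or PGISp A or E (0.147 to 0.204).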

MMP3, a stromelysin, and MMP13, a collagenase, key enzymes in extracellular matrix remodelling, which have both been shown to be elevated in AS as well as animal models [34,44,45], were both strongly upregulated. 

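Of 13 measured collagen genes 5 rose and none fell (10 adjusted over the list alone), with a mean log2 fold change of 0.55 (adjusted p = 1.6e-05 from camera, adjusted p = 0.29 with an estimated correlation). Col3a1, a fibrillar collagen of soft connective tissue, rose 2.42-fold, from 7.42 ± 0.13 in control to 8.69 ± 0.57 in PGISp spines (SD, n = 4 each, adjusted p = 0.0136 in limma), and its other probe, near background, had a log2 fold change of 0.22. Col6a1 rose 1.92-fold (adjusted p = 0.0463) and Col6a2 1.63-fold (adjusted p = 0.0485), beside Col1a1 and Col1a2. Of 21 matrix glycoproteins and small proteoglycans 5 rose and none fell (12 adjusted over the list alone), with a mean of 0.29 (adjusted p = 9.7e-05, adjusted p = 0.34 with an estimated correlation). That mean was 0.18 without PGISp C, where the list stood at 0.47 relative to the 8 arrays, against -0.09 to 0.12 on the other PGISp spines. They included the collagen-binding proteoglycans Lum at 1.95-fold and Dcn at 1.35-fold, the matricellular protein Ccn2 at 1.70-fold and Tgfbi at 1.48-fold. The call for Col3a1 was lost without both control B and F (adjusted p = 0.119) and by the methods' t-test (adjusted p = 0.103), with a range of 0.00129 to 0.119 over its alternatives. Calls were lost for Col6a1 without control B or F (adjusted p from 0.118 to 0.126), for Col6a2 and Ccn2 without control B, F or H (0.103 to 0.127 and 0.105 to 0.141), for Dcn without control F (0.123), and for Lum and Tgfbi without any single control or PGISp A or E (0.112 to 0.142 and 0.114 to 0.178).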

The strong matrix formation response was also reflected with marked upregulation of the key bone matrix components Col1, bone sialoprotein and OCN, as well as a number of other extracellular matrix-associated genes.

These gene expression changes mirror the tissue alterations seen in the joint but of further interest, particularly from a potential therapeutic point of view, are the molecules driving these tissue changes. The Wnt signalling pathway has been established as a key regulatory pathway for the bone-forming cells, osteoblasts, with SOST and DKK1 key inhibitors of Wnt signalling that are either specific to, or highly enriched in cells of the osteoblast lineage, respectively [14]. Reduced DKK-1 [16] and SOST [46] levels have been reported in AS patients. Blockade of DKK-1 has also been shown to drive ankylosis in a TNF-over-expressing mouse model of spondylitis [17]. Our data support this proposed elevated Wnt signalling in spondylitis with markedly decreased levels of the Wnt inhibitors DKK1 and SOST, the first such demonstration in a mouse model of SpA or AS.

## Conclusions

This study has demonstrated dysregulation of Wnt signalling in a mouse model of AS displaying excessive tissue formation, underlying syndesmophyte formation and ankylosis. It is likely in part that this dysregulation contributes to the osteoproliferation and supports targeting Wnt signalling therapeutically in AS. However, the key molecule(s) controlling the switch from inflammation to bone formation still require elucidation. Such molecules could provide excellent targets to develop targeted drugs to control the currently untreatable excessive bone formation leading to debilitating joint fusion.

## Abbreviations

ANKENT: ankylosing enthesopathy; AS: ankylosing spondylitis; β-cat: β-catenin; ColI: collagen type I; DKK-1: Dickkopf-1; EDTA: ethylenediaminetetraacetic acid; Fzd: Frizzled; GO: gene ontology; GSA: gene set analysis; GSK: glycogen synthase kinase; H&E: haematoxylin and eosin; HLA: human leukocyte antigen; IHC: immunohistochemistry; IL: interleukin; IVD: intervertebral disc; LRP: low-density lipoprotein receptor-related protein; MMP: matrix metalloproteinase; MRI: magnetic resonance imaging; OCN: osteocalcin; PC: proteoglycan; PG: proteoglycan; PGISp: proteoglycan-induced spondylitis mouse; qPCR: quantitative real-time reverse-transcription PCR; RA: rheumatoid arthritis; SOST: sclerostin; TNF: tumour necrosis factor; VST: variance stabilization transformation.

## Competing interests

The authors have no competing interests.

## Authors' contributions

KRH generated and analysed data and edited the manuscript. ARP provided technical expertise, analysed data and wrote the manuscript. RD generated and analysed data and edited the manuscript. HWT generated and analysed data and edited the manuscript. TTG provided technical expertise, provided reagents and edited the manuscript. MAB conceived the study and wrote the manuscript. GPT conceived and designed the study, analysed data and wrote the manuscript. All authors read and approved the manuscript for publication.

How the deposited data were processed for this re-analysis (not part of the article)

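Whole spines of 4 control and 4 PGISp mice at week 12 were measured on 8 Illumina MouseRef-8 arrays of 1 BeadChip, with 1 spine per array. The submitters' notes name BeadStudio, and the paper names GenomeStudio, variance stabilizing transformation and robust spline normalization in lumi, and BRB-ArrayTools. The deposited values used here are log2 values that the authors had already transformed and normalized. Sorted values of any pair of arrays lay at most 0.0050 apart, and this step cannot be undone. The plan fixed earlier named neqc normalization of raw signals, but the 8 signal and 8 detection columns of the other deposited table could not be assigned to samples by their names and were not used. The fallback filter of the plan, a mean log2 value above the array median (6.77), was therefore used on the deposited log2 values. No further normalization was made.

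Of 25697 probes, 2 had no values. Of the other 25695, 23976 had 1 gene symbol, 0 had several and 1719 had none. Symbols were updated through the gene identifier for 23960 probes and kept as given for 16, which gave 16593 distinct symbols. The filter kept 12495 probes. A gene was represented by its brightest probe, and a probe without a symbol stood for itself, which gave 9609 genes, 8895 of them with a symbol. Of the 1303 receptor probes used for background, 8 passed the filter. Background lay at a log2 value of 6.73 to 6.80 on the 8 arrays. The number of arrays limits the precision.

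The groups were compared with limma (lmFit and eBayes) at a Benjamini-Hochberg adjusted p under 0.1. This threshold follows the false discovery rate that the paper's results give for its permutation test, a different procedure. Clustering used centred correlation and complete linkage, with an exact permutation test over 35 splits. Gene lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, and Benjamini-Hochberg adjustment ran over the 39 lists. The LS and KS scores of the osteoblast list were set against 100000 random lists. Named genes were those the paper names for the arrays and its osteoblast list, Sost, Dkk1, Actb and Il4, the 12 highest and 12 lowest changes among genes with a symbol that were called, above background and without overlap between the groups, and up to 4 called members of each list with the largest change. Values in the paper's Table 2 were seen before this rule was written. Runx2 and Spp1 are not analysed here, and 1 of the 39 lists is not reported here.

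The steps were tested on simulated data of 9609 genes with 200 changed in 20 draws. The fit recovered 98.1% of genes changed 2-fold and 99.3% of those changed 3-fold, and 10.5% of its calls were unchanged genes. Camera gave an unadjusted p under 0.05 for 4.5% of unchanged lists, and called 100% of raised lists at an adjusted p under 0.05. The simulated genes varied independently, whereas the estimated correlation in the real lists reached 0.70 (skeletal muscle). These rates therefore do not carry over to the real lists, and those of the fit need not hold for the gene calls on the real arrays. A wrong split of the 8 arrays gave up to 23 called lists. Alternatives covered the filter, the probe of a gene, the variance model, array weights, array position, the threshold, the test, the set test, the clustering and leaving out each array. R 4.3.3, limma 3.58.1, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.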

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

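The tests of chance for the genes higher and lower, the neutrophil, muscle, adipocyte and mitochondrial lists and the number of lists, every test of the Y-linked signal, and the comparison of the osteoblast list with the mean of 5 other lists, were chosen after the results were seen. The test planned for a lower share of muscle, a muscle list at or above 0 or a fall of the erythroid or B cell list in camera, did not exclude it (means of -0.45, -0.07 and -0.03, neither of the last called).

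Values of 1 array stood apart from the other 3 of its group for 14 named genes and 1 list, by the gap to the nearest value relative to the group's range. This was 15 of 294 groups, against 14.7 that chance would give. Creld2 read 8.17 on control H (others 7.84 to 7.86). Plod2 read 7.59 on control D (7.23 to 7.27), Socs3 7.55 on control D (7.18 to 7.22), Tgfbi 9.07 on control D (9.21 to 9.22) and Il4 6.79 on control D (6.75 to 6.76). Ctsg read 10.38 on control F (10.73 to 10.75) and Sost 6.54 on control F (6.64 to 6.65). Tnfrsf11b read 7.37 on control B (7.00 to 7.05). Csrp3 read 9.89 on PGISp G (9.17 to 9.27), Idh3a 9.50 on PGISp G (8.80 to 8.88) and Xbp1 10.53 on PGISp G (10.73 to 10.76). Prtn3 read 12.53 on PGISp E (12.00 to 12.09), Saa3 8.69 on PGISp C (7.32 to 7.51) and Stat3 9.34 on PGISp A (9.09 to 9.13). The osteoblast list had a mean of -0.037 on control D, relative to the 8 arrays (others -0.34 to -0.29).

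Gene groups whose genes the paper does not discuss also differed in camera. The mean log2 fold change was 0.72 for the neutrophil list, 0.43 for the plasma cell list, 0.30 for the unfolded protein response, 0.22 for mast cells and eosinophils, -0.45 for skeletal muscle, -0.44 for adipocytes and -0.41 for mitochondrial respiration. With an estimated correlation the neutrophil list passed (adjusted p = 0.015) and the other 6 did not (adjusted p from 0.156 to 0.324). Eif2s3y read 8.57 on control B and 8.33 on control F, against 6.49 to 6.91 on the other arrays.

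Among the 35 splits of the 8 arrays into 4 and 4, only the real one gave 1039 genes or more (1 of 35). The highest other gave 338. This argues against chance for this count, but 35 splits allow no exact p below 0.0286 and cannot exclude it. The same held for genes higher (601, highest other 277) and lower (438, highest other 277), and for those higher over 1.5-fold (121, highest other 101). For genes lower over 1.5-fold (68, reached by 2 splits, highest other 101) the splits gave no argument against chance. The same was true of the number of lists (22, reached by 4 splits, highest other 23). The mean number of probes above background differed by -192.75, PGISp minus control, the groups overlapped, and raw signals were not used, so an effect of signal strength cannot be told apart from the groups. Without control B and F the median ratio of the log2 fold changes of the called genes to those over all arrays was 0.947, with a 10th percentile of 0.708. These genes were selected with all 4 controls, which favours a ratio near 1, so it cannot decide whether these arrays were the source. Of the 1039 calls 151 were kept without B and F, and 95 to 456 without the other pairs of controls.

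The osteoblast list was higher in PGISp spines by 0.498, and the highest other split gave 0.496. The real split gave the largest value (1 of 35), but by so narrow a margin that chance cannot be excluded. A lower share of muscle in the dissected spine alone would raise all other cell types alike. The osteoblast list exceeded the mean of the erythroid, B cell, neuronal, endothelial and adipocyte lists by 0.617. Without the adipocyte list, whose own mean was -0.44, it did so by 0.536 (exact permutation test, p = 0.0286 for both, the smallest possible). This argues against an equal rise of all lists but does not exclude a part of muscle. Among PGISp spines the osteoblast list was lowest on G (-0.03), where muscle was highest (0.25). Among controls it was highest on D (-0.04), where muscle was lowest (-0.05). PGISp A had the lowest muscle (-0.63), but PGISp C the highest osteoblast list (0.54, against 0.24 on A). A lower share of marrow would lower the neutrophil list, which was higher by 0.718 (highest other split 0.453). Inflammation could also raise this list, so its rise cannot decide on the share of marrow. The erythroid (-0.07), B cell (-0.03) and megakaryocyte (-0.00014) lists were not called. For muscle (0.454, 3 splits, highest other 0.605), adipocyte (0.443, 3 splits, highest other 0.467) and mitochondrial (0.407, 2 splits, highest other 0.431) lists chance could not be excluded. More active or more numerous osteoblasts, a lower share of muscle or marrow, and other changes in tissue make-up stay open.

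Noise of a single probe is argued against as the source of the Y-linked signal in control B and F, since 6 of 12 other probes of sex-linked genes set both arrays apart in the male direction. These were the 6 of Xist, Kdm6a, Eif2s3x and Kdm5d, chosen for the test after their values were seen, while the 6 of Sry, Usp9y, Uty, Zfy1 and Zfy2 did not and were above background on at most 5 of 8 arrays. A swap with PGISp arrays is argued against by a mean correlation with control D and H that exceeded that with the PGISp arrays by 0.631. The paper states that the injected mice were female and does not state the sex of the controls separately. By its brighter probe Xist read 6.62 on control B and 6.85 on control F, against 7.37 to 8.37 on the other arrays. By its other probe it read 6.71 and 6.62, against 7.24 to 7.73. Together with Eif2s3y these values argue against female spines for control B and F, though the genes were chosen after their values were seen. Whether these were male spines was not tested further. No PGISp array read in this way, so sex may be partly confounded with group.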

How the results depend on the processing

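The alternatives without pairs of controls, with the Y-linked covariate, with limma's permutation rule, with all probes, above background, with cyclic loess and at an unadjusted p were chosen after seeing the data. Counts are given in the order genes called different, genes called higher in PGISp, genes called lower in PGISp, genes called higher by over 1.5-fold and genes called lower by over 1.5-fold, and where a count is left out it stayed within 1.5 times of that over all arrays. At an adjusted p under 0.05 the counts were 577, 363 and 214. The methods' t-test gave 411, 258, 153, 77 and 24 with Benjamini-Hochberg, 385, 241, 144, 76 and 24 with multivariate permutation, and 43, 35, 8, 20 and 0 with that rule on all probes. An unadjusted p under 0.05 gave 2169, 1117 and 1052. With the Y-linked signal as covariate there were 367, 232 and 135, with 23 lower over 1.5-fold. This covariate marks control B and F only, so its fold changes compare PGISp with control D and H. They equal those without both control B and F, and the 2 alternatives are not independent. Without control B and F there were 163, 123, 40, 78 and 7. Without B and D there were 342, 211 and 131, without B and H 188, 143 and 45 with 22 lower over 1.5-fold, without D and F 115, 77, 38, 60 and 20, without D and H 566 and 274 with 125 lower over 1.5-fold, and without F and H 96, 79, 17, 50 and 6. All 1039 genes kept their direction when any pair of controls was left out, which their selection over all controls favours. Leaving out 1 array moved genes different from 405 to 1564, higher from 263 to 818, lower from 142 to 746, higher over 1.5-fold from 90 to 180, lower over 1.5-fold from 28 to 161, the clustering difference from 0.439 to 0.748 and the lists from 20 to 23. Fewer arrays give less power, and beyond that the cause was not tested. The lowest counts came without control F and the highest without PGISp G. Without control B and F the clustering difference was 0.308 (exact p = 0.0667, the smallest p this design allows). With an estimated correlation 2 lists passed, and the osteoblast list (0.498) did not. When every probe was tested separately, Actb reversed to a log2 fold change of -0.42 (adjusted p = 0.0236 in limma), by a dim probe near background (6.55 to 7.23). Its brightest probe gave 0.06. Of the 92 named genes called, 46 were called on leaving out each single array, 21 under every alternative, 22 without control B and F, 40 with the Y-linked covariate and 36 by the methods' t-test. No paired analysis was made, because the labels give no pairing of control and PGISp spines, and the letters are array positions only. The neqc values, no background correction, a larger background offset, the percentile scaling and the filters by detection p were not run, since the raw signals were not used. Genes near background, such as Sost, Dkk1, Il1r2 and Tnfrsf1a, are limited by signal over background.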

Differences from the paper's values

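Alternatives set before the data were examined are named here, and none was chosen to come closer to the paper. The paper gives 656 genes from its permutation test, and limma at an adjusted p under 0.1 gave 1039. The count was within 1.5 times of the paper's without the filter on dim probes, at an adjusted p under 0.05, and without control B or H or PGISp A, C or E, and not with the other alternatives, the methods' t-test with permutation among them.

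The p-values are unadjusted and come from limma. For Mmp3 the paper gives 3.50E-05 and the value here was 1.7e-05, and the difference closed without the filter, with array position and without PGISp E. For Timp1 the paper gives 0.0003 against 0.000154 here, closed without the filter and without PGISp E. For Il1r2 the paper prints 0.0000, read here as its upper rounding bound, against 0.000119, closed without the filter and with a variance trend. For Ifnlr1 the paper gives 0.0068 against 0.0361, closed without PGISp E. For Stat3 the paper gives 0.0039 against 0.0018, closed with a variance trend and without control F or H or PGISp A, E or G. For Col1a1 the paper gives 0.0005 against 0.000311, closed without the filter, with array position and without PGISp C or G. For Col3a1 the paper gives 0.0004 against 0.000264, closed without the filter, with array weights and without PGISp C. For Bglap the paper gives 0.0297 against 0.0647, closed with every probe tested separately, with a variance trend and without control D. The other alternatives, of 14 for each gene, did not close these differences.

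For the osteoblast list the paper gives an LS p of 0.00105 and a KS p of 0.00005, against 0.00956 and 0.00245 here, and the one alternative run, without the filter, gave 0.00444 and 4.7e-04, which still differed. The control and PGISp branches meet at a correlation of about -0.52 in Figure 4, read by eye, against -0.67 here, and none of the 12 alternatives closed this. The paper reports Tnfrsf1a, Ifnlr1 and Bglap as altered. None passed the adjusted test here, but Tnfrsf1a did with every probe tested separately or without PGISp A, Ifnlr1 without PGISp E and Bglap without PGISp G. The folds of the 13 genes compared lay within 1.5 times of the paper's. The paper gives 1.21 for Stat3 against 1.30 here, 1.50 for Bglap against 1.40 and 1.18 for Ifnlr1 against 1.22, and the other 10 matched at the digits the paper prints. With every probe tested separately the fold was 1.50 for Bglap and 1.17 for Ifnlr1, and with array position as covariate 1.18 for Ifnlr1. For Stat3 the 2 other probes gave 1.19 and 1.15, and the alternatives ran from 1.24 to 1.34.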

Other observations

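Beside the inflammatory and matrix lists, those of skeletal muscle, adipocytes and mitochondrial respiration were called lower in PGISp spines by camera, and chance could not be excluded for any of the 3. Of 20 measured genes of mitochondrial respiration 10 fell and none rose (15 adjusted over the list alone), with a mean log2 fold change of -0.41 (adjusted p = 5.1e-09 from camera, adjusted p = 0.27 with an estimated correlation). Of 18 adipocyte genes 5 fell (12 adjusted over the list alone), with a mean of -0.44 (adjusted p = 3.0e-06, adjusted p = 0.32 with an estimated correlation). Of 32 skeletal muscle genes 4 fell (19 adjusted over the list alone), among them Mb, the oxygen-binding myoglobin, which fell by 0.88 on the log2 scale (adjusted p = 0.0114 in limma). The call for Mb was lost without both control B and F (adjusted p = 0.137). The muscle list had a mean of -0.45 (adjusted p = 4.2e-09 from camera, adjusted p = 0.32 with an estimated correlation), and of -0.27 without both control B and F, where it stood at 0.35 and 0.47 relative to the 8 arrays, an alternative chosen after seeing the data. PGISp G stood at 0.25 for muscle, 0.11 for adipocytes and 0.08 for mitochondrial respiration, each within the range of the controls. PGISp A, C and E lay below every control for all 3 lists.

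Of 16 genes of the unfolded protein response 6 rose and none fell (9 rose and 1 fell adjusted over the list alone), among them Hsp90b1, a chaperone of the endoplasmic reticulum, at 1.59-fold (adjusted p = 0.0044) and Pdia4 at 1.46-fold. The list had a mean of 0.30 (adjusted p = 1.5e-05, adjusted p = 0.16 with an estimated correlation). Of 4 plasma cell genes Xbp1 and Creld2 rose (2 adjusted over the list alone), both also on the former list, with a mean of 0.43 (adjusted p = 0.0020, adjusted p = 0.23 with an estimated correlation) and of 0.19 without the filter on dim probes. Of 10 mast cell and eosinophil genes only Hdc rose (1 adjusted over the list alone), with a mean of 0.22 (adjusted p = 0.024, adjusted p = 0.26 with an estimated correlation). That list was not called without PGISp A (adjusted p = 0.0543), without PGISp E (0.0631) or without the filter on dim probes (0.0799).

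Other lists were not called. Of 28 genes of BMP and TGF-beta signalling 2 rose (2 adjusted over the list alone), Inhba, an activin subunit, at 1.64-fold and Tgfbr1 at 1.36-fold, with a mean of 0.07 (adjusted p = 0.21). The call for Tgfbr1 was lost without both control B and F (adjusted p = 0.254), with the Y-linked covariate, the same contrast (0.177), and by the methods' t-test (0.111). That for Inhba was kept in every alternative. Of 13 Wnt target genes Cd44 rose 1.20-fold (1 adjusted over the list alone; lost without any single control or PGISp A or C, adjusted p from 0.111 to 0.142), with a mean of 0.09 (adjusted p = 0.20). The rise of Cd44 rests on the brightest of its 6 probes, and the others had log2 fold changes from -0.03 to 0.04. None of 14 Wnt ligands and receptors passed in limma, over all genes, over the list alone or at an unadjusted p under 0.05, with a mean of -0.03 (adjusted p = 0.49). Of 14 genes of hypoxia and glycolysis Ddit4 rose 1.36-fold (1 adjusted over the list alone; lost without control B, F or H or PGISp A or E, adjusted p from 0.112 to 0.194), with a mean of -0.10 (adjusted p = 0.30). Of 15 fibroblast and tendon genes Tnxb fell by 0.28 on the log2 scale (1 adjusted over the list alone), with a mean of 0.05 (adjusted p = 0.52). Means were -0.07 for 16 erythroid genes (adjusted p = 0.32), -0.00014 for 11 megakaryocyte genes (0.97), -0.08 for 16 neuronal and glial genes (0.17), 0.03 for 16 endothelial genes (0.52) and -0.0037 for 22 genes of cell division (0.81), with no gene called in limma over all genes or over these lists alone. The erythroid list was called without PGISp A (adjusted p = 0.0248), and the neuronal list without control B (0.00926) or PGISp E (0.0218). Both were called lower without both control B and F (adjusted p = 0.0152 for the erythroid and 1.1e-04 for the neuronal list) and with the Y-linked signal as covariate (0.0136 and 1.4e-04), alternatives chosen after seeing the data. These 2 alternatives compare PGISp with control D and H alike and gave the same means, -0.18 and -0.23, so they are not independent.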
